A study of Danio rerio with 10 samples.

How the data were processed

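RNA of 6000 cells sorted from 15 zebrafish ventricles per sample was reverse-transcribed with an oligo-dT primer, amplified as full cDNA and made into libraries by tagmentation, per the labels' protocols. No molecular identifiers are mentioned there, so reads of amplified cDNA are not independent molecules, and any precision taken from counts covers counting error only. The authors deposited one file of raw read counts per library, with 32520 Ensembl gene identifiers and 5 summary lines, and the values are whole numbers with a different total in each file. The aligner, the counter, the genome build and the use of strand are not stated in the labels. The form of the summary lines is that of htseq-count, in which reads with several alignments are not given to a gene. As shares of all reads in a file, the summary lines held 6.03% to 11.6% outside annotated genes, 1.70% to 2.48% ambiguous, 4.65% to 5.76% of low quality, 19.9% to 25.8% not aligned and 16.9% to 20.7% with several alignments. These lines were left out of library sizes and tests. Genes took 41.0% to 49.3% of the reads, from 6764258 to 13067068 counts per library. Paralogues, overlapping genes and antisense genes can lose or exchange reads under such counting.

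Groups came from the sample titles. Symbols came from a table that pairs gene identifiers with names; 29201 of the 32520 identifiers had one. Many symbols in it are in human-style capitals and 1719 are shared by several identifiers, in which case the identifier is given with the symbol. No coordinates are given, because no genome of a stated build was used here.

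Each experiment was fitted separately with edgeR 4.0.16 in R 4.3.3: filterByExpr on the groups (minimum count 10, minimum total 15), TMM factors, and the quasi-likelihood test on the raw counts with the group as the only term. Adjusted p are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values are scaled by TMM factors over all 10 libraries. The 13 gene lists held 178 symbols, of which 167 were matched, 35 of them only after the letter or number of a zebrafish gene copy was dropped. A symbol could then match several paralogues, each counted as a gene. The symbols gave 190 genes, 3 of which are in more than one list. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, correlation 0.01). A list's score in a library is the mean over its genes of log2 CPM minus the gene's mean. Called genes of one experiment were tested as a signed set in the other with fry. Alternatives were RLE, upper-quartile or no scaling factors, other filters, DESeq2 1.42.0, limma-voom, one fit of all 10 libraries, the replicate number as a block, globin genes left out, other thresholds, other set tests and each replicate left out. The globin genes were taken by symbol, and human-style globin symbols were added to the planned pattern once the name table was seen. The groups, the tests, the gene lists, the rule for naming genes and these alternatives were chosen before the data were examined. Two-sided tests were used, except for the overlap of called genes. Exact permutation of 3 libraries against 3 cannot give a p below 0.1, so the fitted models carry the tests.

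Genes were named by this rule: npas4l, itga2b and gata1a; the 5 higher and 5 lower genes with the smallest p among those with an adjusted p under 0.05, an average of at least 10 CPM, no overlap between the groups and a symbol that is not a clone name; and list genes with an adjusted p under 0.05. Other genes are named as chosen after their values were seen. A gene called in the gata1a experiment is not reported here. An adjusted p threshold of 0.1 and the edgeR quasi-likelihood fit with adjusted deviance were added as alternatives after seeing the data.

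The functions were tested on simulated counts with the means, library sizes and dispersions of the real genes. In them 200 genes above a minimum CPM were changed. With 13591 genes in the CD41 design the main analysis recovered 73.0% of them (94.0% of the 4-fold and 52.0% of the 2-fold changes), and 7.01% of its calls were false. With 13769 genes in the gata1a design it recovered 53.5% (85.0% and 22.0%), with 5.31% false calls. In the CD41 simulation, 157 genes were called by the main analysis, 150 without a filter, 159 by DESeq2 and 156 with the replicate block. The same settings called 2, 211, 132 and 120 genes in the real data. The simulation thus lacks what separates these settings there, so its recovery rates may overstate the power on the real data. Of 200 random lists of 15 unchanged genes, camera gave an unadjusted p under 0.05 in 2.00% and 4.50% and fry in 6.00% and 5.50%; simulated genes were independent, so this does not test the effect of correlation between genes. Figures were drawn with matplotlib 3.10.9. Offsets for GC content and gene length were not used here.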

Results

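The series measured polyadenylated RNA in cells sorted from adult zebrafish ventricles, in 10 libraries that belong to 2 experiments. In the first, cells carrying an eGFP reporter driven by the CD41 promoter were sorted from hearts after amputation of part of the ventricle. CD41 is the product of itga2b and marks thrombocytes, the nucleated platelets of fish. This experiment compared 3 libraries from wild-type fish with 3 libraries from fish heterozygous for the clo fv087b allele, called clo/+ here. Cloche is the name of the locus of npas4l, which encodes a transcription factor of early blood and vessel development. In the second experiment, cells carrying a DsRed reporter driven by the gata1a promoter were sorted after treatment with 4-hydroxytamoxifen, which activates the Cre-ERT2 recombinase. It compared 2 libraries named as controls with 2 libraries labelled Npas4l OE, from fish in which gata1a-driven recombination is designed to switch on an npas4l transgene. Each library came from 15 ventricles and 6000 sorted cells.

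The labels conflict at 2 points. The sample labels give 1 day after amputation for the CD41 libraries, and the description of the series gives 3 days. Control replicate 1 of the gata1a experiment has clo/+ as its genotype label, whereas control replicate 2 has the transgene without the recombinase. Libraries were grouped by title, so control replicate 1 stayed among the controls.

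Counts assigned to genes ranged from 6764258 to 13067068 per library in the CD41 experiment and from 7396916 to 9036340 in the gata1a experiment. Between 17882 and 19644 genes had at least 1 count. One gene without a symbol in the name table, ENSDARG00000080337, took 9.59% to 13.3% of the gene counts of a library. The 16 globin genes took 2.09% to 2.80% in the CD41 libraries and 0.0377% to 0.333% in the gata1a libraries. Replicates of a group differed by more than counting noise in every pair, with a chi-square per degree of freedom from 11.04 to 43.6. Counting noise leaves out amplification and differences between pools of cells, so this excess did not decide what counts as a replicate. Each library, a pool of sorted cells, counted as 1 replicate. Between libraries of one group, the correlation of log2 CPM across genes ranged from 0.935 to 0.954 in the CD41 experiment and from 0.933 to 0.946 in the gata1a experiment. Between the groups it ranged from 0.910 to 0.948 and from 0.893 to 0.938, so the ranges within and between groups overlapped. Genes are not independent replicates in these correlations.

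The targeted gene was examined first, as a check of the labels. npas4l (ENSDARG00000116511) had 6 to 33 counts per wild-type library and 14 to 32 counts per clo/+ library, or 2.17 ± 1.63 CPM and 2.29 ± 1.55 CPM (SD, n = 3 each). Its log2 fold change in clo/+ was 0.037 with a standard error of 0.71, and the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.987. A difference was not detectable at this depth. Its direction changed with the fit: the log2 fold change was -0.088 with limma-voom, -0.019 in one fit of all 10 libraries, and it was -0.31 without wild-type replicate 1, -0.14 without wild-type replicate 3 and -0.65 without clo/+ replicate 3, the lowest of the 6 fits that each left out one replicate. In the gata1a experiment, npas4l had 344 and 230 counts in the controls and 451 and 265 in the libraries labelled Npas4l OE, or 36.2 ± 8.37 CPM and 42.3 ± 21.1 CPM (SD, n = 2 each). The log2 fold change was 0.21 with a standard error of 0.35, and the adjusted p was 0.826 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 1 of the libraries labelled Npas4l OE the value was -0.40, the lowest of the 4 fits that each left out a library. The count of the overexpressed gene therefore did not separate these libraries from the controls, and any direction given below for them follows from the titles alone.

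The genes behind the sorting reporters were detected in every library. itga2b (ENSDARG00000018687) was at 1011 ± 147 CPM in wild-type and 855 ± 447 CPM in clo/+ CD41 libraries (SD, n = 3 each), and at 2495 ± 376 CPM and 2896 ± 309 CPM in the control and Npas4l OE libraries (SD, n = 2 each). gata1a (ENSDARG00000013477) was at 419 ± 57.1, 331 ± 113, 546 ± 228 and 734 ± 123 CPM in the same 4 groups. Neither gene differed between the groups of an experiment. The log2 fold changes were -0.26 (SE 0.30) for itga2b and -0.36 (SE 0.25) for gata1a in clo/+, and 0.21 (SE 0.20) and 0.42 (SE 0.28) in the libraries labelled Npas4l OE. Their adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.756, 0.580, 0.682 and 0.519. Without clo/+ replicate 3 the log2 fold change of itga2b was 0.043, so its negative sign rested on that library.

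**Figure D1:**
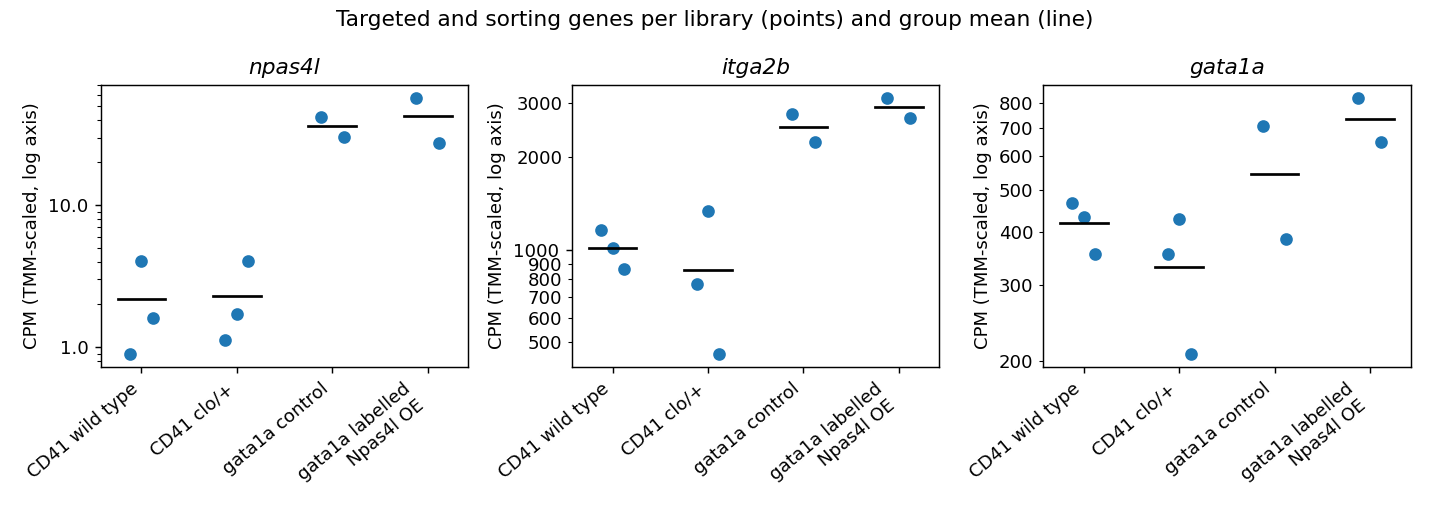
CPM of npas4l, itga2b and gata1a (log axes) in the 10 libraries; each point is a library and each line the mean of its group. npas4l ranged from 0.889 to 4.04 CPM in the 6 CD41 libraries and from 27.4 to 57.2 CPM in the 4 gata1a libraries, and the 2 groups of each experiment overlap for all 3 genes.

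The first comparison asked how loss of one clo allele changes the CD41-sorted cells of the regenerating heart. Of 13749 genes tested with edgeR's quasi-likelihood test, 2 had an adjusted p under 0.05, both higher in clo/+. epdl1 (ENSDARG00000076386) was at 30.4 ± 4.39 CPM in wild type and 93.5 ± 9.57 CPM in clo/+ (SD, n = 3 each), a log2 fold change of 1.61 (SE 0.21), higher in 3 of 3 libraries. Its adjusted p was 0.00543 by edgeR with Benjamini-Hochberg adjustment. CYP1B1 (ENSDARG00000068934) was at 10.95 ± 2.73 CPM and 35.4 ± 10.1 CPM (SD, n = 3 each), a log2 fold change of 1.68 (SE 0.27) with an adjusted p of 0.0498 by the same test, also higher in 3 of 3 libraries. At an unadjusted p under 0.05 there were 1648 genes, or 12% of those tested, of which 989 were higher and 659 lower. The CPM ranges of the groups did not overlap for 18.4% of the genes, where chance gives 10% for 3 libraries against 3. The alternative that moved the count of called genes most was to apply no filter on low counts, which gave 211 genes. Leaving out one replicate at a time gave from 0 to 17 genes: 0 without wild-type replicate 1 or without wild-type replicate 2, and 17 without wild-type replicate 3. epdl1 lost its call without wild-type replicate 1 or 2, and CYP1B1 lost it in each of these fits except the one without wild-type replicate 3. Their log2 fold changes stayed from 1.53 to 1.73 and from 1.42 to 1.86 in the 6 fits.

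The second comparison asked how overexpression of npas4l changes gata1a-sorted cells. Of 14006 genes tested, 5 had an adjusted p under 0.05, 1 higher and 4 lower in the libraries labelled Npas4l OE. Among the lower genes, mibp (ENSDARG00000101362) was at 123 ± 25.7 CPM in the controls and 18.1 ± 1.08 CPM in the libraries labelled Npas4l OE (SD, n = 2 each), a log2 fold change of -2.77 (SE 0.26) with an adjusted p of 0.00548 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HBE1 (HBE1_ENSDARG00000069734), a symbol that several gene identifiers share, had a log2 fold change of -2.65 (SE 0.32) and an adjusted p of 0.0341. mhc2dab (ENSDARG00000079105) had a log2 fold change of -2.38 (SE 0.31) and an adjusted p of 0.0492. HBE1 and mhc2dab belong to multigene families whose reads the counting could split, so their values are uncertain. The last of the lower genes, ENSDARG00000045979, whose symbol is a clone name, fell outside the rule for naming genes and was chosen after its values were seen. It had 100 and 167 counts in the controls and 0 and 6 in the libraries labelled Npas4l OE, with an adjusted p of 0.0492 in edgeR. For these 4 genes both libraries labelled Npas4l OE lay below both controls. With an unadjusted p under 0.05 there were 2167 genes, or 15.5%, of which 856 were higher and 1311 lower. Ranges did not overlap for 47.6% of the genes, where chance gives 33.3% for 2 libraries against 2. Without the filter on low counts the number of called genes was 648. Leaving out a replicate leaves 1 library in a group, so that no test was made.

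**Figure D2:**
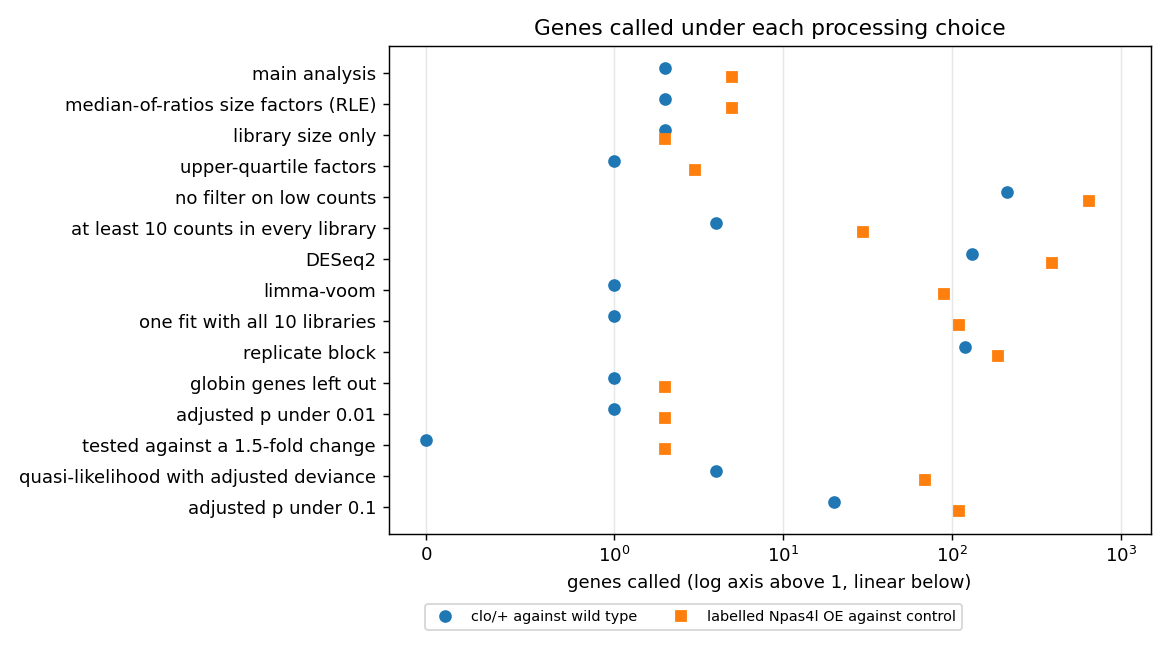
Number of genes called (horizontal axis, logarithmic above 1 and linear below) for each processing choice, with circles for clo/+ against wild type and squares for the libraries labelled Npas4l OE against control. The counts span 0 to 211 genes and 2 to 648 genes; the main analysis gave 2 and 5.

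Some further genes were chosen after their values were seen. In the libraries labelled Npas4l OE, il11b (ENSDARG00000058557) had a log2 fold change of 2.67 (SE 0.42) and hbaa1 (ENSDARG00000097011) one of -2.22 (SE 0.35); both had an adjusted p of 0.0605 by edgeR with Benjamini-Hochberg adjustment, past the threshold. actc1a (ENSDARG00000042535), a cardiac muscle actin, was at 17452 ± 1447 CPM in the controls and 8966 ± 808 CPM in the libraries labelled Npas4l OE (SD, n = 2 each), a log2 fold change of -0.97 (SE 0.19) with an adjusted p of 0.0903 by the same test. In clo/+ the log2 fold changes of il11b, hbaa1 and actc1a were -0.49, -0.10 and 0.33. Their adjusted p were 0.398, 0.896 and 0.671 by the same test. With one library left out, these log2 fold changes ranged from -0.62 to -0.31 (il11b), -0.35 to 0.072 (hbaa1) and 0.079 to 0.61 (actc1a).

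The contents of the sorted pools were described with 8 lists of cell type markers and 5 lists of gene programmes. Summed over the 15 thrombocyte genes, expression was 9287 ± 828 CPM in wild type, 7905 ± 1960 CPM in clo/+ (SD, n = 3 each), 11237 ± 518 CPM in controls and 13173 ± 875 CPM in the libraries labelled Npas4l OE (SD, n = 2 each). In the same order, the 13 erythroid genes summed to 12075 ± 829, 11958 ± 2410, 1696 ± 745 and 999 ± 25.2 CPM, and the 15 cardiomyocyte genes to 26469 ± 7952, 29953 ± 6341, 54671 ± 7525 and 30136 ± 909 CPM. The 20 macrophage genes summed to 423 ± 43.0, 675 ± 121, 1831 ± 740 and 657 ± 550 CPM. Endothelial genes summed to 2462 ± 368, 2270 ± 444, 1997 ± 252 and 2003 ± 43.3 CPM, and the fibroblast and epicardium genes to 3002 ± 178, 2862 ± 475, 1996 ± 485 and 2100 ± 217 CPM. Most of this last sum came from FN1_ENSDARG00000006526, which the thrombocyte list also holds, at 2778 ± 140 CPM in wild type. Neutrophil genes summed to 241 ± 66.7, 215 ± 8.29, 148 ± 8.54 and 117 ± 3.57 CPM and lymphocyte genes to 343 ± 142, 277 ± 72.6, 131 ± 0.609 and 128 ± 7.33 CPM. Most of the lymphocyte sum was 1 gene, tnfrsf9a, at 342 ± 142, 275 ± 72.6, 106 ± 2.56 and 116 ± 11.3 CPM. Only 2 of the 13 lymphocyte genes had counts in every wild-type library and 3 in every clo/+ library. The lymphocyte sums therefore do not measure lymphocyte content. Cardiomyocyte transcripts were thus abundant in every group.

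The lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 25 tests (12 lists in the CD41 experiment, 13 in the gata1a experiment), and 8 had an adjusted p under 0.05. None of the 8 was called by fry, whose smallest adjusted p was 0.184 with 4 lists at an unadjusted p under 0.05, or by camera with an estimated correlation, whose smallest adjusted p was 0.455 with 1 such list. In clo/+ the macrophage list was higher, with a median log2 fold change of 0.52 and 14 of its 15 tested genes higher (limma camera adjusted p 0.000328), and the thrombocyte list was lower, with a median of -0.35 and 13 of 15 genes lower (limma camera adjusted p 0.00477). For both lists the per-library scores of the groups did not overlap. Many genes of the macrophage list are MFAP4 or MPEG1 paralogues, each family matched from a single planned symbol. Such paralogues can share reads, so in both experiments the gene tallies and camera count them as more separate markers than they are. Without clo/+ replicate 3 the median of the thrombocyte list was -0.19, and the list was still called by camera. The remaining lists in clo/+ had medians of 0.025 (erythroid), 0.12 (cardiomyocyte), 0.27 (endothelial), -0.34 (neutrophil), -0.083 (fibroblast and epicardium), 0.12 (haematovascular regulators), 0.27 (secreted ligands), 0.42 (proliferation), -0.29 (stress and immediate early genes) and -0.43 (interferon), and the lymphocyte list had too few tested genes. Of these, 4 changed sign with one library left out: erythroid (-0.052 without clo/+ replicate 1), cardiomyocyte (-0.051 without wild-type replicate 2), neutrophil (0.19 without wild-type replicate 2) and fibroblast and epicardium (0.23 without wild-type replicate 1). Another 4 moved by more than 1.5 times and kept their sign: endothelial (0.47 without clo/+ replicate 2), haematovascular regulators (0.015 without wild-type replicate 1), secreted ligands (0.058 without clo/+ replicate 3) and stress (-0.13 without wild-type replicate 3). Leaving out one library also brought 3 of these lists under the threshold of camera: stress without wild-type replicate 1 (median -0.45), cardiomyocyte without clo/+ replicate 2 (0.30) and proliferation without clo/+ replicate 3 (0.49). The proliferation list was also called without a filter on low counts and with at least 10 counts in every library.

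In the libraries labelled Npas4l OE, 5 lists were lower and 1 was higher by camera. The erythroid list had a median log2 fold change of -1.77 with 11 of 12 genes lower (limma camera adjusted p 8.88e-06), the cardiomyocyte list -0.93 with 13 of 13 lower (1.23e-05) and the macrophage list -1.58 with 13 of 14 lower (4.42e-05). The interferon list had a median of -0.93 with 10 of 12 genes lower and the lymphocyte list one of -0.88 with 6 of 7 lower, both with a limma camera adjusted p of 0.0138. The stress and immediate early list had a median of 0.54 with 13 of 14 genes higher (limma camera adjusted p 0.00493). Single libraries moved 5 of the 6 medians by more than 1.5 times, with the erythroid list as the exception. Without Npas4l OE replicate 1 the macrophage median was -0.91, the lymphocyte median -0.25 and the stress median 0.14. Without Npas4l OE replicate 2 the macrophage median was -2.81, the stress median 0.99 and the interferon median -1.44. Without control replicate 1 the lymphocyte median was -0.44 and the interferon median -0.60, and without control replicate 2 the cardiomyocyte median was -0.56. The remaining medians were 0.15 (thrombocyte), -0.66 (endothelial), -0.61 (neutrophil), -0.19 (fibroblast and epicardium, but 0.0062 with library size as the only scaling), 0.26 (haematovascular regulators), -0.22 (secreted ligands) and 0.23 (proliferation). Of these, 3 changed sign with one library left out: fibroblast and epicardium (0.053 without Npas4l OE replicate 1), secreted ligands (0.24 without control replicate 2) and proliferation (-0.58 without Npas4l OE replicate 2). The other 4 moved by more than 1.5 times and kept their sign: thrombocyte (0.30 without Npas4l OE replicate 2), endothelial (-0.35 without control replicate 1), neutrophil (-0.32 without control replicate 1) and haematovascular regulators (0.090 without control replicate 2). The neutrophil median was 0.016 without a filter on low counts and 0.019 with DESeq2. Over all genes tested, 0 list genes were called in either experiment, while 38 of 151 list genes in the CD41 experiment and 66 of 149 in the gata1a experiment had an unadjusted p under 0.05. When adjusted over the list alone, 4 genes (3 higher, 1 lower) and 40 genes (3 higher, 37 lower) had an adjusted p under 0.05.

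**Figure D3:**
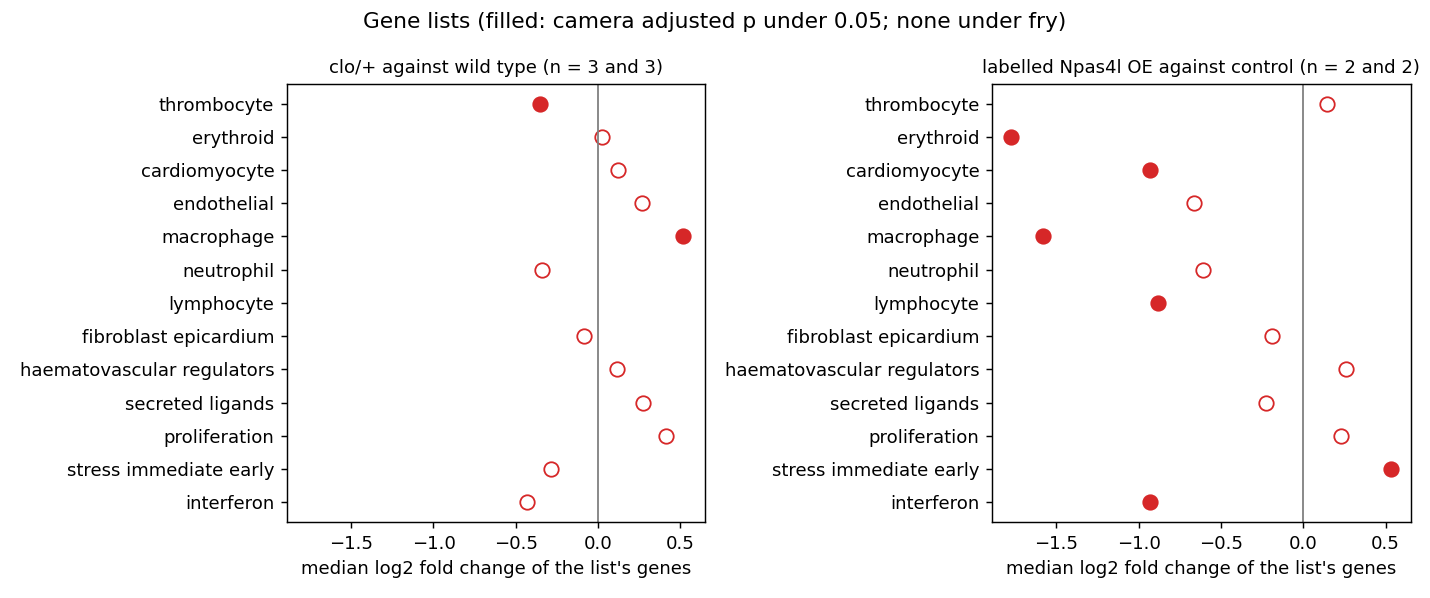
Median log2 fold change of the genes of each list (horizontal axis), for clo/+ against wild type on the left and the libraries labelled Npas4l OE against control on the right; filled points have a camera adjusted p under 0.05. The filled points run from -0.35 to 0.52 on the left and from -1.77 to 0.54 on the right, and none was called by fry.

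The last comparison asked whether loss and gain of npas4l move the same genes in opposite directions. The experiments differ in reporter, injury and treatment as well as in the direction of the manipulation. Of 13040 genes tested in both, 0 were called in both, against 2 and 5 called in the separate experiments (one-sided Fisher's exact test p = 1). At an unadjusted p under 0.05 in both experiments there were 336 genes where 253 would be expected for independent sets. Of these 336 genes, 225 (67%) went in opposite directions, against 53.4% of all 13040 genes. Spearman's rho of the log2 fold changes across genes was -0.114. It was -0.00738 without clo/+ replicate 3, -0.206 without clo/+ replicate 2, -0.0743 without wild-type replicate 2 and -0.0741 without control replicate 2. The 2 genes called in clo/+ were both lower in the libraries labelled Npas4l OE, with log2 fold changes of -1.01 (SE 0.23) for epdl1 and -1.44 (SE 0.39) for CYP1B1. As a signed set they had a mean of -1.22 and an adjusted p of 0.0287 by limma's fry with Benjamini-Hochberg adjustment over 2 tests. Among the other processing settings, each with the set drawn from its own calls, this call was lost with DESeq2 and without a filter on low counts. With the genes DESeq2 called, the mean was -0.13 with a limma fry adjusted p of 0.466, in a range from 0.000993 to 0.466 over the alternatives. The low end of that range came from a set of 1 gene. It was also lost without clo/+ replicate 1 (mean -1.04) and without wild-type replicate 3 (mean -0.78, from the 16 genes then called that were tested here). The 5 genes called in the gata1a experiment had a mean signed log2 fold change of 0.053 in clo/+, 3 with the same sign and 2 with the opposite sign (limma fry adjusted p 0.976 with Benjamini-Hochberg adjustment). Its sign changed with the fit, for example to -0.20 without wild-type replicate 2 and -0.053 without clo/+ replicate 1.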

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

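The tests in this part were chosen after the shares and the numbers of detected genes had been seen. The reads outside annotated genes, which enter no comparison above, made up 11.5% ± 0.156 of all reads in the libraries labelled Npas4l OE and 8.02% ± 2.55 in the controls (SD, n = 2 each). This is listed because both libraries (11.4% and 11.6%) lay above both controls (6.22% and 9.82%), an order that 2 libraries against 2 give by chance in 33.3% of cases. The CD41 libraries ranged from 6.03% to 7.47%. Genomic DNA, or other reads spread over the genome, may raise this share and would also add genes with a single read. At an equal depth of 6764258 counts, the libraries labelled Npas4l OE had 12.5 genes fewer than the controls on average (a difference of -12.5), with 17877 and 18482 genes against 17739 and 18645. That difference lies well within the spread between libraries, so the test neither excludes genomic reads nor speaks for them, and the 2 cases cannot be told apart. Transcripts outside the annotation and a difference of genotype stay open as untested explanations.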

How the results depend on the processing

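The alternatives here were chosen before the values were seen, except the adjusted p threshold of 0.1 and the quasi-likelihood fit with adjusted deviance, which were chosen after seeing the data. The planned offsets for GC content and gene length, alone or with the replicate block, were not run because no gene lengths of the build were used here. Where no cause is given below, the cause was not tested.

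The number of called genes was the result that moved most. In clo/+ against wild type (2 genes in the report) and in the libraries labelled Npas4l OE against control (5 genes), it was 211 and 648 without a filter on low counts, 132 and 390 with DESeq2, and 120 and 187 with the replicate block. It was 4 and 30 with at least 10 counts in every library, 1 and 90 with limma-voom, 1 and 110 in one fit of all 10 libraries, and 4 and 69 with adjusted deviance. It was 1 and 3 with upper-quartile factors, 2 and 2 with library size only, and 1 and 2 with globin genes left out. Thresholds gave 1 and 2 genes at an adjusted p of 0.01, 20 and 111 at 0.1, and 0 and 2 when tested against a 1.5-fold change, where 1648 genes of the clo/+ comparison had an unadjusted p under 0.05 in the main test. RLE factors left both counts within 1.5 times. The share of higher genes, 1 of 5 in the gata1a experiment, was 29.2% without a filter, 29.7% with DESeq2 and 20.9% with the block; in clo/+ it was 83.4%, 77.3% and 80%. Without a filter the prior degrees of freedom of the fit became infinite, against 14.75 and 8.17 with it, and 202 of the 211 and 634 of the 648 genes also pass the filter, so the added calls are mostly not genes of low count. The 2 genes called in clo/+ were also called by DESeq2, with the block and without a filter, and 1 of them by limma-voom and in the fit of all libraries; of the 5 in the gata1a experiment, 4 were called by DESeq2, limma-voom and the fit of all libraries, and 5 with the block and without a filter. Across the 6 fits that each left out one replicate, the count in clo/+ ranged from 0 to 17, with 0 without wild-type replicate 1 or 2 and 17 without wild-type replicate 3.

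Genes called in both experiments, 0 in the report with 336 genes at an unadjusted p under 0.05 in both, numbered 28 without a filter (19 of opposite sign), 10 with DESeq2 (5 opposite) and 6 with the replicate block (5 opposite). The rho between the experiments ranged from -0.117 to -0.0683 over the other settings. It ranged from -0.206 to -0.00738 across the fits that each left out a library, and was nearest 0 without clo/+ replicate 3.

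The labels do not state that replicate numbers pair the libraries. Over all genes, the correlation between the deviations of libraries with the same number was 0.007, 0.0747 and 0.0796 in the CD41 experiment and 0.057 in the gata1a experiment. These low values show no pairing across all genes. They cannot exclude a shared day or batch that moves some genes. The replicate block raised the calls from 2 to 120 and from 5 to 187, and the cause was not tested.

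The signed set of genes called in clo/+, drawn anew from the calls of each setting, had a mean in the libraries labelled Npas4l OE of -0.14 without a filter (fry adjusted p 0.369) and -0.13 with DESeq2 (0.466), against -1.22 in the report; by construction these sets held 205 and 131 genes in place of 2. The limma fry adjusted p with Benjamini-Hochberg adjustment ranged from 0.000993 to 0.466 over the alternatives. Its low end, in one fit of all 10 libraries, came from a set of 1 gene. The sets with limma-voom, upper-quartile factors and globin genes left out also held 1 gene, so such values are no evidence for a set. The mean was -0.30 with the block, and from -1.38 to -0.78 across the fits that each left out a library. The set called in the gata1a experiment had a mean near 0 in clo/+ (0.053) that changed sign with library size only (-0.029), without a filter (-0.18), with at least 10 counts (-0.20), DESeq2 (-0.15), limma-voom (-0.16), one fit of all libraries (-0.16), the replicate block (-0.22), globin genes left out (-0.029) and camera on its higher genes (-0.25). It ranged from -0.20 to 0.27 across the fits that each left out a library. The set also differed between these settings, except for camera on its higher genes, which uses a part of the set.

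Of the lists, 8 were called by camera, 0 by fry and 0 with an estimated correlation (4 and 1 at an unadjusted p under 0.05), and 8 to 9 when one replicate of the CD41 experiment was left out. The medians are the same in these 3 tests: -0.35 and 0.52 for the thrombocyte and macrophage lists in clo/+, and -1.77 (erythroid), -0.93 (cardiomyocyte), -1.58 (macrophage), -0.88 (lymphocyte), 0.54 (stress) and -0.93 (interferon) in the libraries labelled Npas4l OE. Their adjusted p ran from 0.184 to 0.404 with fry and from 0.455 to 0.592 with the estimated correlation. Estimated correlations within the 8 lists ran from -0.143 to 0.679, against the preset 0.01. The lymphocyte list lost its call with at least 10 counts in every library (-0.63, limma camera adjusted p 0.0807 with Benjamini-Hochberg adjustment) and without a filter (-0.88, 0.0756), in a range up to 0.519 over its alternatives. In the same 2 settings the proliferation list in clo/+ gained a call, with medians of 0.43 and 0.48 (limma camera adjusted p from 0.0234 to 0.519 over its alternatives), so the number of called lists stayed at 8 with a different list among them. With one library left out, 3 lists in clo/+ gained a call: stress without wild-type replicate 1 (-0.45, limma camera adjusted p 0.00409), cardiomyocyte without clo/+ replicate 2 (0.30, 0.0487) and proliferation without clo/+ replicate 3 (0.49, 0.0138). Over all alternatives their adjusted p ran up to 0.592, 0.840 and 0.519. Called medians ranged, across the fits that each left out a library, from -0.49 to -0.19 (thrombocyte) and 0.40 to 0.70 (macrophage) in clo/+, and in the gata1a experiment from -2.21 to -1.39 (erythroid), -1.06 to -0.56 (cardiomyocyte), -2.81 to -0.91 (macrophage), -1.06 to -0.25 (lymphocyte), 0.14 to 0.99 (stress) and -1.44 to -0.60 (interferon).

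Medians of lists that were not called changed sign as follows. In clo/+ the fibroblast and epicardium list was 0.15 with at least 10 counts, 0.12 with limma-voom and 0.088 with the replicate block, and from -0.16 to 0.23 with one library left out. The haematovascular list was -0.043 with limma-voom. With one library left out the erythroid list ran from -0.052 to 0.099, the cardiomyocyte list from -0.051 to 0.46 and the neutrophil list from -0.51 to 0.19. In the libraries labelled Npas4l OE the fibroblast and epicardium list was 0.0062 with library size only, and the neutrophil list 0.016 without a filter and 0.019 with DESeq2. With one library left out there, the fibroblast and epicardium list ran from -0.65 to 0.053, the secreted ligand list from -0.38 to 0.24 and the proliferation list from -0.58 to 0.82.

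For the targeted gene in clo/+, npas4l, the log2 fold change was -0.088 with limma-voom and -0.019 in one fit of all libraries, and from -0.65 to 0.83 with one library left out. At 6 to 33 counts per library the depth limits this comparison. Left-out libraries gave from -0.73 to 0.043 for itga2b, -0.58 to -0.11 for gata1a and -0.35 to 0.072 for hbaa1 in clo/+. In the libraries labelled Npas4l OE the ranges were -0.40 to 0.67 for npas4l, 0.072 to 0.36 for itga2b and 0.059 to 0.91 for gata1a.

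Without composition factors the median log2 fold change of all genes moved by 0.188 in the gata1a experiment and by 0.0539 in the CD41 experiment. Summed markers then moved by more than the spread between libraries: in controls to 10628 CPM for thrombocyte and 124 for lymphocyte genes, and in the libraries labelled Npas4l OE to 14077 (thrombocyte), 1068 (erythroid), 32207 (cardiomyocyte), 2140.4 (endothelial), 125 (neutrophil) and 137 CPM (lymphocyte). Leaving out globin genes moved erythroid sums, by construction, to 2740.2 CPM in wild type, 3288 in clo/+, 878 in controls and 834 in the libraries labelled Npas4l OE, and the lymphocyte sum in controls to 133 CPM. Among single genes and lists that were not called, 324 of 369 values kept direction and side of the threshold over the other settings, while 13 were weaker, 23 stronger, 6 reversed and 3 moved. With one library left out, 130 of 170 did so, with 7 weaker, 4 stronger, 9 reversed and 20 moved.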

Other observations

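The tests in this part were chosen after the result was seen, except the 2 counts over other splits of the 6 CD41 libraries.

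The 10 splits of the 6 CD41 libraries into 3 against 3, the real one included, bear on the 2 genes called in clo/+. Of the 10 splits, 2 gave at least 2 genes with an adjusted p under 0.05, the real one and the split that sets wild-type replicate 1 with clo/+ replicates 2 and 3. The number of genes at an unadjusted p under 0.05 was 1648 in the real split and at most 1016 in the others, so 1 of 10 reached it. With 10 splits the share cannot fall under 0.1, so the 2 calls and a chance division of the libraries cannot be told apart by this count.

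The negative correlation between the experiments (rho -0.114) has the sign that opposite manipulations of one gene would give. Differences between libraries that have nothing to do with genotype may give it as well: 6 of the 10 splits of the CD41 libraries gave a rho at least as far from 0, with sizes from 0.0143 to 0.273 in the 9 other splits. An opposite effect of loss and gain of npas4l stays open and is not needed for a value of this size.

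In clo/+ the macrophage list was higher and the thrombocyte list lower by camera, though neither by fry. A smaller share of thrombocytes in the clo/+ pools might give both. It would raise the markers of every other cell type alike, whereas the macrophage score rose above the erythroid score by 0.595 between the groups (pooled SD 0.186, no overlap between 3 and 3 libraries). This pair of lists was chosen after the macrophage result was seen, and it was not compared with other splits of the libraries. It therefore cannot decide whether a lower thrombocyte share is the whole cause. That share, more macrophages in the clo/+ pools, or a change within them, stay open. Summed macrophage genes were at 423 ± 43.0 CPM in wild type and 675 ± 121 CPM in clo/+ (SD, n = 3 each). The most abundant of them, cd74a, was at 36.1 ± 6.61 CPM in wild type and 53.2 ± 14 CPM in clo/+. Of the 20 genes, 15 had counts in every wild-type library. marco, chosen after its values were seen, had a log2 fold change of 2.04 and an adjusted p of 0.119 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range from 4.33e-09 to 0.472 over all alternatives. It was called without clo/+ replicate 1, where its log2 fold change was 2.50. clo/+ replicate 3, the library with the lowest itga2b, is not the source of the macrophage difference, whose median was 0.40 without it. The thrombocyte median was -0.19 without that library, against -0.35 with it. The list was still called by camera without it (limma camera adjusted p 0.0366 with Benjamini-Hochberg adjustment, in a range from 0.000737 to 0.519 over all alternatives), and the scores of clo/+ replicates 1 and 2 (-0.129 and 0.0197) lay below those of the 3 wild-type libraries (0.0763 to 0.293). This argues against that library as the whole cause, though it brings a large part of the size of the difference.

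In the libraries labelled Npas4l OE the erythroid, cardiomyocyte and macrophage lists were lower by camera, though not by fry. Composition factors are argued against as the cause, since the erythroid median was -1.59 with library size only. A purer sort, with a smaller share of all other cells, could lower every cell type outside the sort alike. The erythroid list holds gata1a, the gene whose promoter drives the sorting reporter. Erythroid cells may thus be part of the sort, and a purer sort need not lower that list. By their mean scores all 7 lists other than the thrombocyte list were lower, the erythroid list included. By summed CPM, where a few abundant genes weigh most, the endothelial genes (1997 ± 252 in controls, 2003 ± 43.3 in the libraries labelled Npas4l OE; SD, n = 2 each) and the fibroblast and epicardium genes (1996 ± 485 and 2100 ± 217) were not lower, and the median of the fibroblast and epicardium list was 0.0062 with library size only. Most of the fibroblast and epicardium sum is FN1_ENSDARG00000006526, which the thrombocyte list also holds. Of the 21 pairs of scores, 5 moved apart by more than 2 pooled SDs, but the 2 other splits of these 4 libraries gave 4 and 1 such pairs. A purer sort and separate changes in each cell type therefore cannot be told apart with 2 libraries per group. cd74a was at 663 ± 344 CPM in controls and 236 ± 176 CPM in the libraries labelled Npas4l OE (SD, n = 2 each), with a log2 fold change of -1.51 and an adjusted p of 0.199 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The macrophage median was -0.91 without Npas4l OE replicate 1 and -1.58 with it, so how much of it this library brings cannot be told apart from an effect of the treatment. marco had a log2 fold change of -1.07 there, with an adjusted p of 0.500 by the same test. Without Npas4l OE replicate 2 the log2 fold changes of marco and cd74a were -3.26 and -2.57. The smallest sizes were -0.21 for marco, without Npas4l OE replicate 1, and -0.83 for cd74a, without control replicate 2.

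npas4l stood far higher in the gata1a libraries than in the CD41 libraries, in controls as well. The experiments differ in reporter, injury and treatment, so this is no comparison of the design. Depth is argued against as the cause, since the lowest gata1a library had 6.77 times the CPM of the highest CD41 library. A candidate explanation is transcript read from the transgene without recombination, which control replicate 2 carries by its label. Control replicate 1, whose genotype label is clo/+, had 1.39 times the npas4l CPM of control replicate 2 (42.1 against 30.3 CPM). If that label is right, the transgene is not needed for the high level. If it is an error, the transgene stays open, and the 2 cases cannot be told apart from the labels. A difference between the sorted cell types also stays open, as untested.

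il11b, whose log2 fold change was above 0 in the libraries labelled Npas4l OE but past the threshold for a call, was at a far higher level in the CD41 libraries, which came from amputated hearts. It was at 686 ± 48.4 CPM in wild-type CD41 libraries (SD, n = 3) against 3.38 ± 1.80 CPM in gata1a controls (SD, n = 2). These values are given without an explanation.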
